A study of Mus musculus with 6 samples.

How the data were processed

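The samples were 6 primary cell cultures of dorsal root ganglia (DRG), the clusters of sensory neuron cell bodies and their glia beside the spinal cord, from wild-type C57BL/6 mice aged 4 to 6 weeks. Per the labels' protocols, ganglia were digested with collagenase blends, and the cells were plated on poly-L-lysine and kept for 7 days in medium with 10% serum and with EGF and FGF at 10 ng/ml. Each sample pooled RNA from 2 dishes. Per the labels, RNA integrity numbers were at least 8.7, and stranded poly-A libraries were made from 500 ng of total RNA with 15 PCR cycles and an estimated size of 325 bp.

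The deposited table held 45703 genes and one column of estimated counts for each of the 6 cultures, with no scaling. The table is described as raw by the authors, but 13.4% to 14.7% of its cells in each library were not whole numbers. The commonest remainder was 0.5, followed by 0.33 and 0.25. Such values can arise when a read that matches several places or genes is divided evenly among them. The aligner, the counting program, its strand setting and its handling of multi-matching reads were not stated in the labels or the header. The deposited columns also gave a combined exon length in bases, a gene identifier, a symbol and coordinates per gene. All 45703 gene identifiers matched the RefSeq annotation of GRCm38.p6, and 45701 start positions were identical to it, so coordinates are given on that build, counted from 1. The table's 6 count columns carried the samples' own descriptions as names, and 0 further columns of per-sample values were present. Of the 24 mitochondrial genes analysed, 22 were transfer RNA genes and 2 were ribosomal RNA genes; mitochondrial protein-coding genes were not analysed here, so the mitochondrial share of the libraries, often used as a quality measure, was not estimated.

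All samples belonged to a single group, so no comparison between conditions could be made. The comparisons were between the 6 replicate cultures and, within each library, between lists of genes. Replicate numbers were those in the sample titles. Gene lists, tests, named genes and most alternatives were fixed before the data were examined. The principal components of the libraries, all alternatives for their share of variance, and TMM scaling of single genes were added afterwards, as were the others named as such in the text. Named genes were the members of the lists, the 10 genes with the highest mean CPM (the count of a gene relative to the total of its library, in the usual CPM scaling), and the 10 genes with the smallest p-value for variation beyond the trend among those with an adjusted p-value under 0.05 and a mean CPM of at least 5. The last class turned out to hold 0 genes. The values of 1 gene of the glial lineage list are not reported here, although the gene counts in the score of that list.

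Counts were rounded to whole numbers for edgeR 4.0.16 and DESeq2 1.42.0 (R 4.3.3). Genes were kept with edgeR's filterByExpr (14998 genes), and library sizes were scaled with the trimmed mean of M-values (TMM). Variation beyond counting noise was tested per gene with a chi-square test of the 6 counts against expected counts proportional to the scaled library sizes. Variation beyond that of genes of similar abundance was tested with edgeR's quasi-likelihood fit of a model holding only an intercept: the residual quasi-dispersion of a gene was divided by its trended prior value and set against an F distribution, one-sided. Both were adjusted by the Benjamini-Hochberg method. On simulated data drawn from the real means and library sizes, the chi-square test recovered 190 of 200 changed genes among 14923 tested, with 8 other calls. The quasi-dispersion test recovered 186 of 200 changed genes among 14823 tested with 0 other calls, and made 0 calls among 14822 genes when none was changed. In those simulations the spread varied less between genes than in the real libraries. In a simulation added after the data were seen, the spread varied between genes with the prior degrees of freedom of the real libraries (2.49). There the quasi-dispersion test recovered 0 of 200 changed genes among 14526 tested. The simulated spread was larger than the real one, with a biological coefficient of variation (edgeR's relative spread between replicates) of 0.368 against 0.209. The test may therefore have had no power here, but its power at the real spread was not measured.

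A list score was the mean over a list's genes of log2(CPM per kilobase of combined exon length + 0.1). Differences between scores were taken within each library and tested with a two-sided exact sign-flip permutation test over the 64 sign patterns of 6 libraries; its smallest possible p-value is 0.0312. The 22 differences formed 1 family for Benjamini-Hochberg adjustment. This test treats libraries as units and says nothing about the choice of genes, so an exact permutation of the genes between the 2 lists was added after the data were seen. Relations between list scores across libraries were tested by exact permutation over the 720 pairings, with TMM-scaled CPM. A list of genes known from other organs (liver, pancreas, testis, heart, kidney, lung and retina) stood in for background, because the study has no control samples. Principal components were computed on log2(TMM-scaled CPM + 0.5), centred per gene. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

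Library totals ranged from 20070639 to 22968642 counts. The smallest level regarded as detectable was 3 counts, which is 0.131 to 0.149 CPM. Libraries amplified by PCR without molecular identifiers do not count independent molecules, so chi-square values and floors cover counting error only. Alternatives tried were DESeq2 size factors, no filter on low counts, a minimum mean of 100 counts, leaving out each library, robust fitting, DESeq2 dispersion outliers, the first principal component as a covariate, other pseudocounts, CPM without length, list medians, lists without their highest gene, thinning of libraries to the smallest total, and genes with whole counts only.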

Results

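RNA sequencing profiled 6 biological replicates of a mixed primary culture grown for 7 days from adult mouse dorsal root ganglia. The stated purpose was to profile the cells present in the culture. The 6 libraries held 22968642, 21959733, 21663687, 20070639, 20933267 and 20916455 counts for replicates 1 to 6, and their TMM scaling factors lay between 0.976 and 1.02. Protein-coding genes took 96.9% ± 0.147 of counts (SD, n = 6). A CPM of at least 1 was reached by 14858 ± 259 genes per library (SD, n = 6) and by 13911 genes in all 6 libraries. The latter count was 13861 after random thinning of all libraries to the smallest total, and 14994 genes passed when 3 libraries sufficed.

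No small set of genes dominated the libraries. The 10 most counted genes took 4.14% ± 0.295 of counts (SD, n = 6). The highest was Sparc (chromosome 11, 55394159 to 55420080, GRCm38.p6), at 8916 ± 652 CPM (SD, n = 6). It was followed by Scd2 (chromosome 19, 44293676 to 44306864) at 4968 ± 994 CPM, Vim (chromosome 2, 13574311 to 13582826) at 4825 ± 991 CPM and Postn (chromosome 3, 54359267 to 54391041) at 4155 ± 527 CPM. The remaining genes of the 10 were Eef1a1, Col5a2, Ahnak, Col4a1, Hspg2 and Serinc5, with means from 2721 CPM for Serinc5 to 3683 CPM for Eef1a1. Counts of Eef1a1, Scd2 and Ahnak were fractional in all 6 libraries, so some of their reads may have been shared with other genes or copies. Their levels are therefore less certain. Across the tested genes, 51.8% had a fractional count in at least 1 library.

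The first comparison was between replicates. Pearson's r of log2 CPM, computed across 14998 genes that are not independent replicates, had a median of 0.985 over the 15 pairs of libraries and a range from 0.945 to 0.992. A pseudocount of 5 in place of 0.5 gave a median of 0.989. The lowest value was that of replicates 1 and 5. Averaged over its 5 pairs, r was 0.972 for replicate 1 and 0.969 for replicate 5, and between 0.983 and 0.985 for the other replicates. No pair agreed within sampling noise. The median per-gene chi-square statistic of a pair lay between 2.01 and 6.94, whereas 0.455 corresponds to counting noise alone. Libraries amplified from one RNA sample could exceed that value too, so it does not show that the samples were separate. All 6 libraries were counted as separate samples because their titles give them as replicates.

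Spread between cultures exceeded counting noise for most of the genes kept by the filter. The chi-square test with Benjamini-Hochberg adjusted p-values under 0.05 called 11444 of 14998 genes (76.3%). The biological coefficient of variation, edgeR's estimate of the relative spread of true levels between replicates, was 0.209. Leaving out replicate 5 lowered it to 0.171, and leaving out any other replicate gave values from 0.193 to 0.228. With edgeR's quasi-likelihood fit, 0 genes varied beyond the trend of genes of similar abundance at an adjusted p-value under 0.05. An unadjusted p-value under 0.05 was found for 809 genes (5.39%). The trend and the F distribution were fitted to these same genes, so a share near 5% follows largely from the fit. It cannot show whether some genes varied more than others. The prior degrees of freedom of this fit were 2.49, and on data simulated with that value the test recovered 0 of 200 changed genes, so the 0 does not show that genes varied alike.

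The first principal component held 61.1% of the variance between libraries and the second 16.7%. Replicate 1 lay at one end of the first component and replicate 5 at the other, in the order 1, 2, 6, 3, 4 and 5. Leaving out single libraries, an alternative added after the data were seen, gave shares from 57.7% to 67.9%.

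**Figure D1:**
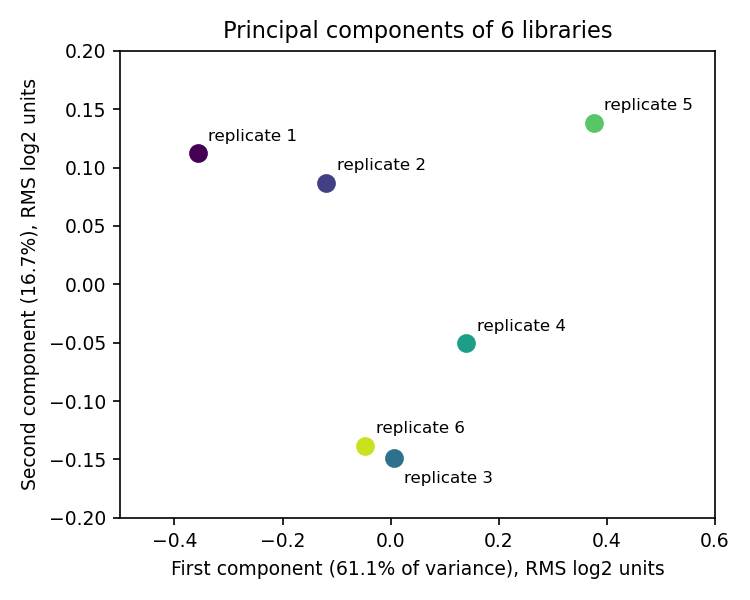
Positions of the 6 libraries on the first (x axis, 61.1% of variance) and second (y axis, 16.7%) principal components of log2 TMM-scaled CPM, in root mean square log2 units per gene; each point is a replicate culture. Replicates 1 and 5 lie at opposite ends of the first component, at -0.357 and 0.376.

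The second comparison asked which marker lists were represented in the culture. Genes used as markers of the peripheral glial lineage (8 genes, among them Sox10, Erbb3 and Cdh19) had the highest score, 6.80 ± 0.211 (SD, n = 6). By summed share of counts the fibroblast list came first, at 0.848% ± 0.538 against 0.641% ± 0.0837 for the glial lineage list. Cdh19 (chromosome 1, 110888002 to 110977601) reached 1294 ± 168 CPM and Sox10 (chromosome 15, 79154913 to 79164490) 652 ± 87.5 CPM. The fibroblast list scored 5.56 ± 1.07, the myelin list 4.94 ± 0.350, the list of satellite glia, the cells that wrap neuron cell bodies in the ganglion, 4.81 ± 0.172, the list of repair Schwann cells, the injury state of nerve glia, 4.24 ± 0.342, and the neuron list 4.17 ± 0.422 (SD, n = 6 for each). Lower scores were found for the cell cycle list (3.19 ± 0.366), the list of mural cells, the contractile cells of vessel walls (2.77 ± 1.05), the macrophage list (1.35 ± 1.24), the sensory subtype list (1.27 ± 0.283), the endothelial list (-0.54 ± 0.940), the other-organ list (-2.32 ± 0.0685) and the lymphocyte list (-3.07 ± 0.123).

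**Figure D2:**
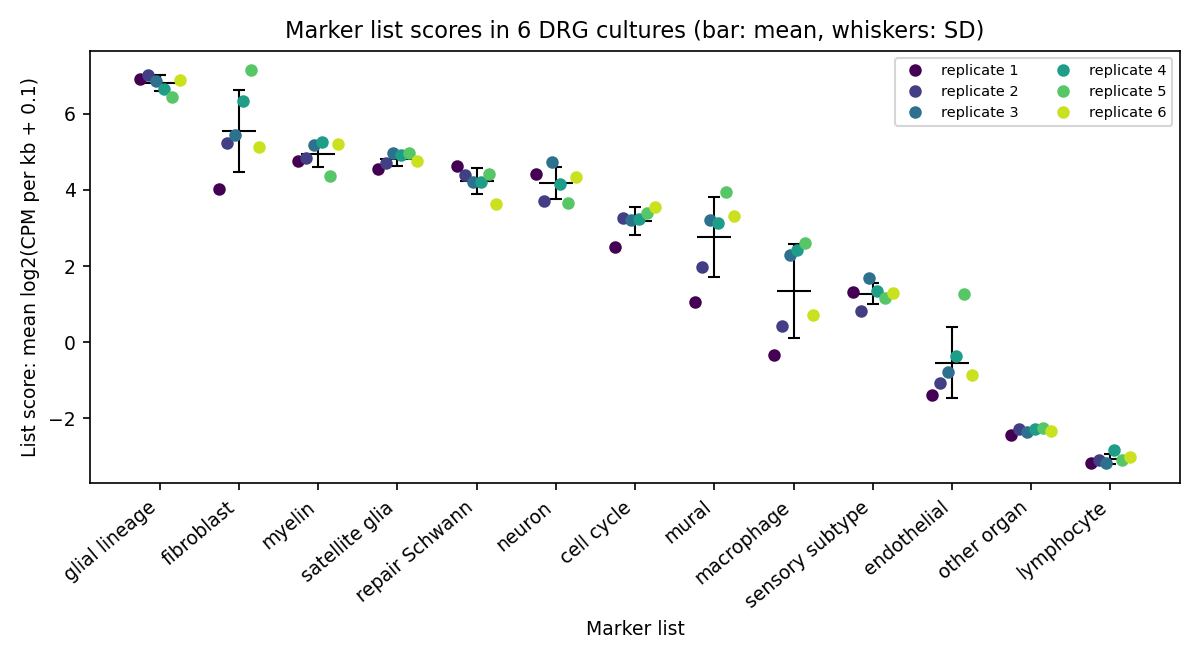
Scores of 13 marker lists (x axis) in each of the 6 cultures; the y axis is the mean over a list's genes of log2(CPM per kilobase of exon + 0.1), each point is a replicate, the bar is the mean and the whiskers are the SD. The glial lineage list has the highest mean, 6.80, and the fibroblast, mural, macrophage and endothelial lists have the widest spread.

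The glial lineage score exceeded the score of 7 of the 8 lists it was compared with in all 6 libraries. The difference was 1.99 ± 0.351 from satellite glia, 2.63 ± 0.395 from neurons, 5.53 ± 0.373 from sensory subtypes, 4.03 ± 1.21 from mural cells, 5.45 ± 1.41 from macrophages, 7.34 ± 1.14 from endothelium and 9.87 ± 0.276 from lymphocytes (log2, SD, n = 6; exact sign-flip permutation p = 0.0312 each, the smallest possible, adjusted p = 0.0362). The excess over fibroblasts, 1.24 ± 1.26, held in 5 of 6 libraries and was within the replicate spread (exact sign-flip permutation p = 0.0938, adjusted 0.0982); in replicate 5 the fibroblast score was higher by 0.70. When the genes of the 2 lists were permuted instead, the excess over satellite glia did not pass (exact permutation, adjusted p = 0.104), and the excesses over neurons, sensory subtypes, mural cells, macrophages, endothelium and lymphocytes did. Scores depend on which genes a list holds and are not proportions of cells. The sizes also depend on the pseudocount. With 1 in place of 0.1, the difference was 6.78 from lymphocytes and 5.89 from endothelium.

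Against the other-organ list, taken as background, 11 of 12 lists were higher in all 6 libraries. The differences ranged from 1.79 ± 0.894 for the endothelial list to 9.12 ± 0.252 for the glial lineage list, and the neuron list stood 6.50 ± 0.475 above it (log2, SD, n = 6; exact sign-flip permutation p = 0.0312 each, adjusted 0.0362). The sizes of these differences depend on the pseudocount, because most background genes were at or under 3 counts in every library. With a pseudocount of 1, the difference was 6.32 for the glial lineage list, 3.88 for the neuron list and 1.57 for the macrophage list. The endothelial difference was 0.44 with a pseudocount of 1 (exact sign-flip permutation, adjusted p = 0.0688) and did not pass when genes were permuted (exact permutation, adjusted p = 0.108). The lymphocyte list lay below the background list by 0.75 on average (mean difference -0.75 ± 0.110, n = 6), a direction that reversed when list medians were used. Without the highest gene of each list, the difference was -0.18. Of its 8 genes, 6 had at most 3 counts in every library, so lymphocyte transcripts were not detectable at this depth for those genes. Of the 12 background genes, 9 were at or under 3 counts in every library, and 1, Cela1 (chromosome 15, 100674422 to 100687920), was counted at 44.4 ± 2.69 CPM (SD, n = 6).

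Among neuronal genes, all 12 of the neuron list were above 1 CPM in all 6 libraries. Tubb3, which was counted in fractions in all 6 libraries, averaged 458 ± 100.4 CPM, Stmn2 (chromosome 3, 8509527 to 8561604) 319.5 ± 118 CPM and Prph (chromosome 15, 99053579 to 99058978) 179 ± 57.9 CPM (SD, n = 6). Of the sensory subtype genes, P2rx3 averaged 133 ± 52.0 CPM, Calca 108 ± 26.2 CPM and Scn10a 83.5 ± 35.6 CPM, while Pvalb and Sst were at or under 3 counts in every library. Within the glial lists, the satellite glia score was lower than the myelin score in 5 of 6 libraries and higher by 0.61 in replicate 5, a difference within the replicate spread (-0.13 ± 0.377; exact sign-flip permutation p = 0.469, adjusted 0.469). Its excess of 0.57 ± 0.413 over the repair Schwann list held in 5 of 6 libraries (exact sign-flip permutation p = 0.0625, adjusted 0.0688). With list medians, both differences passed the threshold, at -0.75 and 0.87. When genes were permuted between the lists, neither passed (exact permutation, adjusted p = 0.943 and 0.717). The satellite glia genes ranged from Slc1a3 at 2.04 ± 2.39 CPM to Aatk at 1023 ± 219 CPM, with Fabp7 at 44.2 ± 9.57 CPM, Kcnj10 at 293 ± 86.1 CPM and Apoe at 851 ± 210 CPM. In the myelin list, Mbp (chromosome 18, 82475091 to 82585637) averaged 1723 ± 609 CPM and Mag 4.70 ± 2.95 CPM. In the repair Schwann list, Ngfr (chromosome 11, 95568818 to 95587698), fractional in all 6 libraries, averaged 1036 ± 312 CPM.

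The medium contained EGF and FGF, and genes of the FGF and EGF receptor families differed in level. Fgfr1 (chromosome 8, 25518759 to 25575718) averaged 295 ± 20.7 CPM, Fgfr2 2.78 ± 2.35 CPM and Fgfr3 0.892 ± 0.571 CPM, and Fgfr4 had at most 3 counts in every library. Egfr (chromosome 11, 16752203 to 16913907) averaged 25.4 ± 22.5 CPM and ranged from 3.66 CPM in replicate 1 to 66.8 CPM in replicate 5. Erbb2 averaged 193 ± 39.3 CPM and the glial lineage gene Erbb3 748 ± 121 CPM (SD, n = 6). These related genes are not counted here as receptors for EGF.

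The third comparison asked which lists differed between replicates. The SD of the score over 6 cultures was 1.24 for macrophages, 1.07 for fibroblasts, 1.05 for mural cells and 0.940 for endothelium, against 0.211 for the glial lineage and 0.172 for satellite glia. Between replicates 1 and 5, Col3a1 (chromosome 1, 45311538 to 45349706) rose from 370.5 to 5678 CPM, Pdgfra (chromosome 5, 75151322 to 75198206) from 4.09 to 111.6 CPM, Cdh5 (chromosome 8, 104101613 to 104144504) from 2.79 to 75.3 CPM and Csf1r (chromosome 18, 61105572 to 61131139) from 3.35 to 39.6 CPM, whereas Mbp fell from 2090 to 716 CPM. These are single libraries of 1 group, and the difference between them was not tested.

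**Figure D3:**
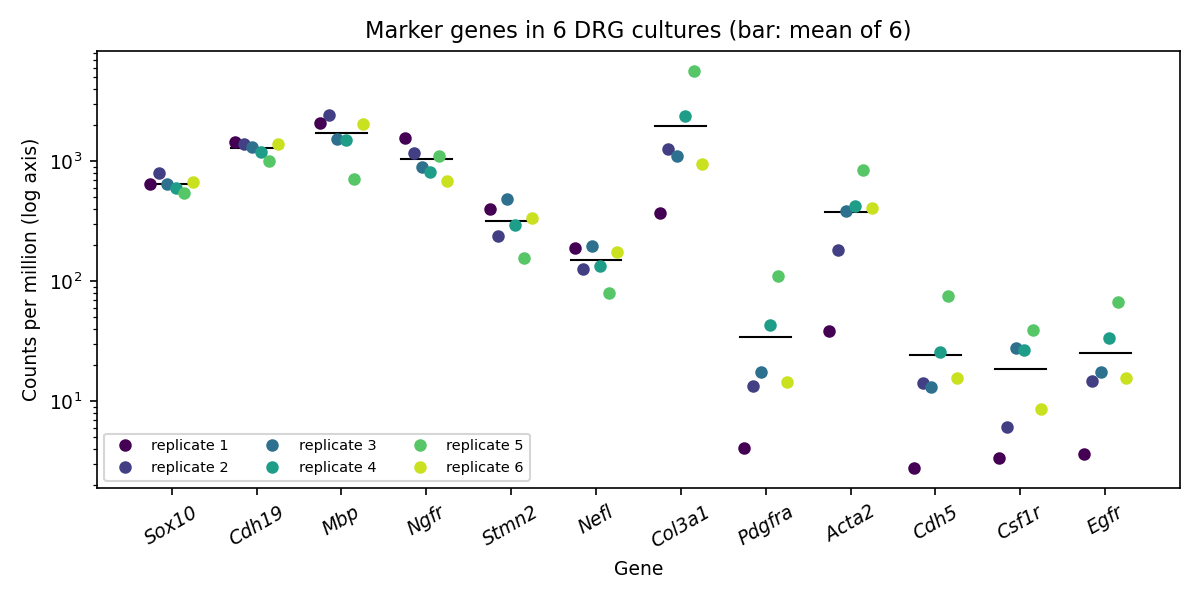
CPM on a log axis (y) of 12 marker genes (x) in each of the 6 cultures; each point is a replicate and the bar is the mean. Sox10 spans 544 to 804 CPM, a 1.48-fold range, whereas Pdgfra spans 4.09 to 111.6 CPM, a 27.3-fold range.

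Across the 6 libraries, 6 relations between list scores were computed. The glial lineage and fibroblast scores had Pearson's r = -0.84 (exact permutation p = 0.0361, adjusted 0.217) and Spearman's rho = -0.83 (exact permutation p = 0.0583, adjusted 0.350). Without replicates 4 and 5, the libraries farthest from the median glial score, r was -0.0057, so the relation rests on those libraries, and it failed the correction for 6 relations. The other 5 relations were weaker. Myelin with repair Schwann gave r = -0.62 and rho = -0.66, with exact permutation p = 0.199 and 0.175. Cell cycle with fibroblast gave r = 0.61 and rho = 0.26, with exact permutation p = 0.212 and 0.658. Glial lineage with neuron gave r = 0.34 and rho = 0.26, with exact permutation p = 0.512 and 0.658. Glial lineage with cell cycle gave r = -0.21 and rho = -0.20, with exact permutation p = 0.678 and 0.714. Macrophage with neuron gave r = -0.14 and rho = -0.43, with exact permutation p = 0.747 and 0.419. For these 5 relations the adjusted values of r were 0.425 or 0.747 and those of rho 0.525 or 0.714. Without the 2 libraries farthest from the median, r was -0.89, 0.58, -0.99, 0.10 and 0.58 in the same order, so the sign changed for 3 of them. The labels give no sequencing or culture batch, so no relation could be recomputed within batches.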

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

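The test of genes counted as whole by chance was chosen after the result was seen. Across 24 measures, the gap between the most extreme library and its nearest neighbour was divided by the range of the 6 libraries and compared with Dixon's critical value of 0.625. It was exceeded by 2 measures, where chance alone would give 1.2.

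The cell cycle score of replicate 1 was 2.49, and the next lowest library scored 3.21, a ratio of 0.678 for the gap over the range. All 13 genes of the list had their lowest value in replicate 1, where 2.17 would be expected by chance if genes were independent, which genes of the cell cycle are not. A single gene of the list was not the source, since the smallest ratio with one gene left out was 0.662 (without Mcm5). The ratio was 0.678 after thinning to the smallest total, but the totals are close and the score is scaled by them, so thinning could hardly move it and the pattern cannot be told apart from sequencing depth by this test. Scaling by library size lowered it to 0.638 with TMM factors, still above the critical value. The labels give no difference between the cultures, so no biological explanation was tested, and with 1.2 such results expected by chance the value may be a chance extreme.

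The share of counts lying in genes with a fractional count was 33.4% in replicate 5 and 37.0% to 38.6% in the other libraries, with a gap over range of 0.695. A candidate explanation is that a gene with many reads changes class when its few shared reads happen to sum to a whole number. Sparc, which alone took 0.795% of the counts of replicate 5, was whole in that library and fractional in 4 others. When the share was computed over a fixed set of 12300 genes that were fractional in at least 1 library, replicate 5 held 65.0% against a mean of 65.9% ± 0.555 (SD, n = 6), and the ratio was 0.342, under the critical value. A fixed set removes the division into whole and fractional counts on which the measure rests, so this value cannot tell that explanation from fewer shared reads in replicate 5. That library also had the lowest share of genes with a fractional count, 13.4% against 14.1% to 14.7%, and Sparc covers a small part of the difference. No biological explanation was tested.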

How the results depend on the processing

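The permutation of genes between lists, the first principal component as a covariate for the biological coefficient of variation, the restriction to genes with whole counts, TMM scaling of single genes, and all alternatives for the share of variance on the first component were chosen after the results were seen. Of the alternative values for the results that answer a comparison, 155 were counted as the same, 4 were weaker, 4 stronger, 1 reversed and 5 moved. For differences and relations between lists, the same meant the same direction and side of the threshold, so a change in size alone was counted as the same. The biological coefficient of variation, correlations and shares were counted as moved when they shifted by at least an SD of libraries, pairs or fits. Numbers of genes have no such side and were judged by a set fold. The 5848 genes varying beyond counting noise on genes with whole counts were counted as moved. Numbers within that fold were counted as the same although they differed. Examples are 15066 genes with at least 10 counts in all libraries against 13911 detected, and 13488 varying beyond counting noise without the low-count filter against 11444. For the other results, 137 alternative values were the same and 3 moved, the latter being shares of variance with a library left out. Of the 137, 130 were means of single genes with TMM-scaled library sizes. The scaling factors lay between 0.976 and 1.02, so these means could hardly move and they show no stability.

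The biological coefficient of variation of 0.209 became 0.239 without the filter on low counts and 0.247 on genes with whole counts, and lay between 0.171 and 0.228 across the 6 fits that each left out one replicate. With the first principal component as a covariate it was 0.133, a fall that follows in part from taking the component from the same counts. On genes with whole counts, 5848 of 7224 genes varied beyond counting noise (81.0%), a lower number because fewer genes were tested. Without the filter on low counts, 13488 of 26854 genes did (50.2%). The number of genes varying beyond the trend was 0 in each alternative run, with 403 to 1468 genes at an unadjusted p-value under 0.05 in the edgeR fits (4.80% to 5.76% of those tested). This shows no stability, since the test recovered 0 of 200 changed genes in the simulation with the estimated prior degrees of freedom.

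For the endothelial list over background, the difference was 0.44 with a pseudocount of 1 (adjusted exact p = 0.0688) and stayed 1.79 with genes permuted (adjusted exact p = 0.108). For the lymphocyte list, list medians gave 0.035 (adjusted exact p = 1), opposite in sign to -0.75, leaving out the highest gene of each list gave -0.18 (adjusted exact p = 0.0344), and permuting genes gave an adjusted exact p of 0.686 for the same -0.75. The excess of 1.99 of the glial lineage over satellite glia had an adjusted exact p of 0.104 when genes were permuted. Satellite glia minus myelin was -0.75 with medians (adjusted exact p = 0.0344). Satellite glia minus repair Schwann was 0.57 with a pseudocount of 1 (adjusted exact p = 0.0362), 0.87 with medians and 0.68 without the highest gene of each list (adjusted exact p = 0.0344 for both). With genes permuted, satellite glia minus myelin and minus repair Schwann did not pass (adjusted exact p = 0.943 and 0.717). The cause of these changes was not tested. At the floor of 3 counts, 6 lymphocyte genes and 9 background genes were not detectable in any library.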

Other observations

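The tests of non-neural cells, pigment cells and growth factor receptors were chosen after the results were seen, and the tests of the axis of spread were chosen after the axis was seen.

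The 6 libraries spread along one axis that held 61.1% of their variance. Reads split between genes were not the source, as the share was 63.1% over genes with whole counts. After removal of GC content and gene length bins it was 62.1%. The share was 60.9% after thinning to the smallest total and 60.7% without the 100 most counted genes, but neither setting could move it much, because the totals are close and every gene has the same weight. Other values argue against sequencing depth as the source of the axis. Replicates 5 and 6 held 20933267 and 20916455 counts but lay at 0.376 and -0.0466 on it. Replicate 4 had the smallest total, 20070639, and lay at 0.140, short of replicate 5. Replicates 1 and 2, with the largest totals, did lie at the low end. The fibroblast score, scaled by totals, was 4.03 in replicate 1 (22968642 counts) and 7.14 in replicate 5. A few genes taking most of the counts is set aside on other grounds, since the 10 most counted genes held 3.73% to 4.49% of counts in each library. The order of the libraries was kept in these 4 tests. A varying share of non-neural cells may underlie the axis. The fibroblast, mural, endothelial and macrophage genes, left out when the axis was computed, rose along it more than 100% of 10000 random lists matched on mean expression. All 31 tested genes of these lists rose, against 48.5% of all genes. These lists were pooled after their wide spread and their rise from replicate 1 to replicate 5 had been seen, so the test repeats that observation and cannot tell this explanation from others. Lists of other kinds also rose, the cell cycle list at percentile 99.05, the growth factor receptor list at 99.8, the list of genes induced by FGF and EGF at 99.99 and the immediate early list at 99.9. The neuron list fell at percentile 0 and the glial lineage list at percentile 0.43. Genes of one list vary together, and random lists do not, so such percentiles overstate how unusual a list is. By how much they do so for the rise was not measured. The repair Schwann list was at percentile 98.4 for its spread between libraries but at 21.4 for its change along the axis. The labels give no difference between the cultures with which the axis could be compared.

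Egfr rose 18.3-fold in CPM from replicate 1 to replicate 5. That Egfr counts follow the fibroblast list was tested across the 6 libraries, giving r = 0.986 (exact permutation p = 0.00278, adjusted 0.00556 over 2 relations) and rho = 0.943 (exact permutation p = 0.0167, adjusted 0.0333), with r = 0.989 without replicates 1 and 5. Egfr was chosen for its rise between the same libraries, so these p-values overstate the relation, and the mural, endothelial and macrophage lists rose along the same axis. Fibroblasts may be a source of Egfr transcripts, but this test cannot tell them from the other sources. For a shift shared by the growth factor receptors, Fgfr1 gave r = 0.335 (exact permutation p = 0.519, adjusted 0.519) and rho = 0.0857 (exact permutation p = 0.919, adjusted 0.919), with r = -0.152 without replicates 1 and 5. The other receptors went different ways from replicate 1 to replicate 5: Fgfr2 rose from 0.522 to 7.21 CPM and Fgfr3 from 0.218 to 1.91 CPM, whereas Erbb2 fell from 195 to 137 CPM. These were not tested singly, and a shift shared by some receptors could not be excluded.

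Tyrp1 (chromosome 4, 80834123 to 80851736), a gene of pigment cells that was chosen after its values were seen, was 22.7, 4.78, 4.47, 2.34, 1.91 and 6.26 CPM in replicates 1 to 6, so replicate 1 alone was high. RNA from pigment cells is an unlikely source: 3 of 8 genes of a pigment cell list had over 3 counts in every library, and the other 5, Tyr, Dct, Mlana, Oca2 and Slc45a2, had at most 1 count in any library. The source of the Tyrp1 counts remains open.

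The labels give no sex. The Y-linked genes Ddx3y, Uty and Kdm5d lay between 129 and 152, 26.7 and 31.6, and 31.9 and 39.97 CPM in the 6 libraries. Eif2s3y was 80.6, 86.2, 84.0, 86.8, 67.98 and 46.2 CPM in replicates 1 to 6. Xist (X chromosome, 103460373 to 103483233) was 0.261, 0.0911, 0.185, 0.0996, 0 and 0.0478 CPM in the same order, at or under 3 counts in 4 libraries.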
